# Gonadal Transcriptome Analysis in Sterile Double Haploid Japanese Flounder

**DOI:** 10.1371/journal.pone.0143204

**Published:** 2015-11-18

**Authors:** Xiaoyan Zhang, Jilun Hou, Guixing Wang, Hongbo Jiang, Yufen Wang, Zhaohui Sun, Xiufeng Jiang, Qinghai Yu, Haijin Liu

## Abstract

Sterility is a serious problem that can affect all bionts. In teleosts, double haploids (DHs) induced by mitogynogenesis are often sterile. This sterility severely restricts the further application of DHs for production of clones, genetic analysis, and breeding. However, sterile DH individuals are good source materials for investigation of the molecular mechanisms of gonad development, especially for studies into the role of genes that are indispensable for fish reproduction. Here, we used the Illumina sequencing platform to analyze the transcriptome of sterile female DH Japanese flounder in order to identify major genes that cause sterility and to provide a molecular basis for an intensive study of gonadal development in teleosts. Through sequencing, assembly, and annotation, we obtained 52,474 contigs and found that 60.7% of these shared homologies with existing sequences. A total of 1225 differentially expressed unigenes were found, including 492 upregulated and 733 downregulated genes. Gene Ontology and KEGG analyses showed that genes showing significant upregulation, such as *CYP11A1*, *CYP11B2*, *CYP17*, *CYP21*, *HSD3β*, *bcl2l1*, and *PRLR*, principally correlated with sterol metabolic process, steroid biosynthetic process, and the Jak-stat signaling pathway. The significantly downregulated genes were primarily associated with immune response, antigen processing and presentation, cytokine–cytokine receptor interaction, and protein digestion and absorption. Using a co-expression network analysis, we conducted a comprehensive comparison of gene expression in the gonads of fertile and sterile female DH Japanese flounder. Identification of genes showing significantly different expression will provide further insights into DH reproductive dysfunction and oocyte maturation processes in teleosts.

## Introduction

Double haploid (DH) fish are created by the process of mitogynogenesis. In mitogynogenesis, cell division is activated in haploid oocytes using irradiated sperm and diploidy is restored by temperature shock or hydrostatic pressure, which block the first cleavage to produce a diploid zygote. Offspring produced by mitogynogenesis are 100% homozygous, because a single set of chromosomes is duplicated [1]. Double haploidy is an advantageous situation for genetic mapping and genome sequencing studies [2]. As a rule, the effects of extremely high homozygosity are first noticed in fertility-related traits, especially in females [3]. In tilapia, only 10 of 77 gynogenetic DH females produced viable eggs [4]. In androgenetic common carp, the fertility rate was even lower with only 4 of 48 presumed females producing viable eggs [5]. The same fertility problem also occurs in Japanese flounder DH fish in which a few are fertile and the remainder are sterile and show varying levels of dysgenesis [6]. However, the sterile DH individuals do provide a good source material for research into the molecular mechanisms of gonad development, especially for identifying genes that are indispensable for fish reproduction. Reproductive processes in fish can be modified by environmental factors such as nutrition [7], temperature [8], and endocrine disruptors [9]. The majority of studies to date on female teleosts have investigated the effect of these factors on circulating sex hormone levels or on reproductive success in terms of spawning performance. Consequently, there are major gaps in our understanding of the molecular and cellular mechanisms of infertility.

RNA-seq has been used for quantitative gene expression analyses of biological processes in selected tissues or cells of a range of species [3, 10]. This method can be used to study genome-wide differences in gene expression through new generation high-throughput sequencing and information analysis platforms.

In the present study, we used RNA-seq to analyze the differential expression of genes in gonads of fertile and sterile female DH Japanese flounder. For some differentially expressed genes, real-time PCR was used to validate the differences. Our aim was to screen for the major genes that cause sterility in the DH flounder, and thus provide a molecular basis for an intensive study of oocyte maturation processes in teleosts.

## Results

### RNA-seq of sterile and fertile DH Japanese flounder

Two RNA-seq libraries were constructed from sterile and fertile fish using the Illumina Hi-Seq 2000 Genome Analyzer platform. This generated 5.1–7.2 billion clean reads sufficient for analysis of gene expression (Tables 1–3). These reads were then used in a blast analysis of target species with a cutoff of 1e-5. 

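Gonads of 3 fertile and 3 sterile DH females were analyzed here with 1 library per fish. The fish were 5 years old and came from a single wild female, and because a DH fish carries a duplicated single set of chromosomes, these siblings differ in the maternal alleles they received. The submitters' labels place the fertile ovaries at stage V and the sterile ovaries at stage III, so fertility and ovarian stage go together in this design. The methods mention pooled RNA samples but also gonads dissected from each female, and each library is taken here as 1 fish. The authors assembled the reads of each library with Trinity, merged the contigs of the 6 libraries into unigenes with CAP3, mapped the reads to the unigenes with BWA and counted them with Picard. The submitters' processing notes list BWA 0.7.8-r455 and HTSeq. How reads that match several near-identical unigenes were counted is not given in the sources used here. The deposited table holds raw counts for 52474 unigenes, of which 593 had no count in any library. Of the sterile libraries, S1 carries the number of a sample in Table 1, and 2 libraries, called S4 and S5 in the table, carry numbers that no sample has and another ending in their column names. They were taken as sterile from their letter only. In addition, 2 times their total counts is close to the clean reads of the paper's S2 and S3 in Table 2, but no sample was identified from its values. In all, 28 unigenes had at least 5 counts in both S4 and S5 and 0 counts in the other 4 libraries, and no other pair of libraries had more than 5 such unigenes.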

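The counts summed to 25816309 in F1, 29040459 in F2 and 28602740 in F3 among the fertile libraries, and to 25024469 in S1, 35719683 in S4 and 33849156 in S5 among the sterile libraries. The paper gives 52205350 clean reads for F1 and 50585486 for S1 in Table 2, and 2 times the total count is 51632618 for F1 and 50048938 for S1, so a count is close to a read pair. The 10 most abundant unigenes took from 7.77% of the counts in S1 to 14.7% in S5. Fertile and sterile gonads were compared with edgeR's quasi-likelihood test after TMM normalization, and the default filter on low counts left 35787 unigenes. A unigene was called differentially expressed at an adjusted *p* under 0.05 and a fold change above 2, the thresholds of the paper's methods. Log2 fold changes are fertile over sterile, the sign of Table 6, and levels are TMM-normalized CPM (counts relative to library size) as mean ± SD. In simulated counts with 200 changed unigenes among 35787, the test recovered 59.5% of 2-fold, 92.5% of 4-fold and 99.5% of 8-fold changes at an adjusted *p* under 0.05 alone, with 19, 20 and 20 false calls, a larger share of the calls than the 5% that the threshold sets. With a fold change above 2 also required, as for a call, 74 of the 200 2-fold changes were recovered. For a single value compared between 3 and 3 fish, the smallest two-sided *p* of an exact permutation test is 0.1.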

We identified 31,831 unigenes with homology to zebrafish transcripts, 30,147 unigenes with homology to mouse transcripts, and 30,264 unigenes with homology to human transcripts, accounting for 60.6%, 57.5%, and 57.7% of the total unigenes, respectively (Table 4). The gene ontology (GO) annotation process uses a dynamically structured control vocabulary that can be applied to describe gene function; the genes are first classified into three major categories, namely Biological Process, Molecular Function, and Cellular Component, and then into various sub-categories. Pathway Annotation is used to determine gene interactions in different metabolic pathways. We identified 29,416 unigenes assigned to biological process, 29,475 unigenes to molecular function, 29,464 unigenes to cellular component; 11,505 unigenes were assigned for further study by Pathway Annotation. Differential gene expression analysis in the control (fertile) group and case (sterile) group was performed using the DEseq Algorithm; 1225 differentially expressed unigenes were identified, of which 492 showed upregulation and 733 showed downregulation (see S1 File).

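In this comparison, 49 unigenes were differentially expressed, 29 higher in fertile and 20 higher in sterile gonads, and all 49 are in S1 File with the same direction. Among those higher in fertile gonads, *papss2b* (Contig5646), whose enzyme makes the sulfate donor PAPS, had 14.2 ± 4.86 CPM (SD, n = 3) in fertile and 2.10 ± 0.378 CPM (SD, n = 3) in sterile gonads. Its log2 fold change was 2.75 (standard error 0.25, adjusted *p* = 0.0096 from edgeR's quasi-likelihood test). The basement membrane genes *nid1a* (nidogen), *fbln2* (fibulin) and *col4a1* (type IV collagen) were higher in fertile gonads as well, with log2 fold changes of 2.05, 1.51 and 1.40. Higher in sterile gonads were *taf13*, a subunit of the general transcription factor TFIID, at -1.26 (standard error 0.11, adjusted *p* = 0.00747 from the same test), *flna*, which encodes the actin crosslinker filamin A, at -1.39, and *dpm1*, a subunit of dolichol-phosphate mannose synthase, at -1.56 (call lost without F2, adjusted *p* = 0.0533). The *nid1a* call was lost without F2, S1 or S4, the *col4a1* call without these or F3, and the *fbln2* call without S1, S4 or S5. The adjusted *p* was then between 0.0507 and 0.119 in edgeR's quasi-likelihood test. Of the 49 unigenes, 10 have no symbol, and 9 symbols among the others also have unigenes that S1 File lists in the opposite direction, among them *pld3* and *vezf1b*. Fertile and sterile libraries did not overlap in 7846 of the 35787 unigenes (21.9%), where 10% is the average if all fish are alike. Unigenes vary together and this share was not computed for other splits, so it does not measure a group effect. The count depended on the test, with 324 unigenes from DESeq2, 532 from edgeR's exact test, 24 from limma-voom and 1059 at an unadjusted *p* under 0.05, of which 391 were higher in fertile and 668 higher in sterile gonads. Without F1 it was 97 and without S5 it was 89. The column-name ending as a second term was an alternative chosen after seeing the data. Because S4 and S5 share an ending that no other library has, that fit compares the fertile fish with S1 alone. A call lost in it therefore cannot be traced to the ending.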

**Table 1:** Raw data and clean data statistics.

Sample name	Before filter (reads)	After filter (reads)	Base filter %
**F1**	5372771647	5198504943	96.77%
**F2**	6049180053	5866858828	96.99%
**F3**	5952567280	5765483482	96.86%
**S1**	5198681376	5044969881	97.04%
**S2**	7459885244	7191224734	96.40%
**S3**	7037492168	6821752968	96.93%

*Note: F1, F2, F3 and S1, S2, and S3 represent 3 fertile DH gonads and 3 sterile DH gonads, respectively; the same code is used in other Tables.

**Table 2:** Result of the Trinity transcripts assembly.

Sample name	F1	F2	F3	S1	S2	S3
**Raw reads**	53728010	60492160	59526022	51987136	74599184	70375224
**Clean reads**	52205350	58855834	57841646	50585486	72116290	68417302
**Number of contigs**	36499	37287	37645	36953	38528	39647
**Number of characters**	49304573	50626218	51400958	48397183	53368664	51946657
**Average contig length (bp)**	1350.85	1357.74	1365.41	1309.70	1385.19	1310.23
**Median contig length (bp)**	770	782	779	737	790	734
**Contig N50 length (bp)**	2493	2498	2515	2394	2544	2414
**Reads mapping to all unigenes (%)**	99.30	99.13	99.44	99.37	99.59	99.28

**Table 3:** Result of CAP3 clustering.

Sample name	All unigenes
**Number of contigs**	52474
**Number of characters**	75641345
**Maximum contig length (bp)**	17137
**Minimum contig length (bp)**	201
**Median contig length (bp)**	706
**Contig N50 length (bp)**	2895

**Table 4:** Unigene annotation and Blast result.

Unigene blast	Annotated gene	Unigene annotation	Annotated gene
**All unigenes**	52474	All unigenes	52474
**Blast to zebrafish**	31831	GO-Biological Process (BP)	29416
**Blast to mouse**	30147	GO-Molecular Function (MF)	29475
**Blast to human**	30264	GO-Cellular Component (CC)	29464
		Pathway	11505

### Functional enrichment analysis

Based on the results of the unigene annotation, a GO analysis of expressed unigenes was applied and significant *p*-values were confirmed by Fisher’s exact tests. Of 1225 differentially expressed unigenes, 573 unigenes were annotated to 351 significant biological process go(*p* < 0.01): 175 were enriched by over-expressed genes in sterile gonads, 278 were enriched by under-expressed genes in sterile gonads. Among these biological processes, the genes highly expressed in the sterile gonads were mainly associated with immune response, vitamin D metabolic process, transcytosis, and small molecular metabolic process; the highest expressed genes in the fertile gonads were closely related to sterol metabolic process, steroid metabolic process, and C21-steroid hormone biosynthetic process (Fig 1A). 

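Of the 31 unigenes that S2 File lists under immune response, 25 passed the low-count filter and were tested. *LOC798119*, which is also on the cytokine receptor list, was higher in sterile gonads, with 0.310 ± 0.0442 CPM in fertile and 1.45 ± 0.436 CPM in sterile fish (SD, n = 3 each) and a log2 fold change of -2.20 (standard error 0.32, adjusted *p* = 0.0484 from edgeR's quasi-likelihood test). The other 24 did not pass, although all 25 had negative log2 fold changes, with a median of -1.40, and DESeq2 called 15, edgeR's exact test 21 and limma-voom 0. The mean of log2(CPM + 1) over the list was 1.67 ± 0.158 in fertile and 2.49 ± 0.311 in sterile fish (SD, n = 3 each, two-sided exact permutation *p* = 0.1). The list was drawn from unigenes that the study had found higher in these sterile fish, so this difference is not independent evidence. Leukocyte markers lay on the same side, since the 13 tested, among them *itgb2*, the beta chain of leukocyte integrins, and *spi1b*, a transcription factor of myeloid cells, had a median log2 fold change of -1.46 and none was called by edgeR (13 at an unadjusted *p* under 0.05, 7 by DESeq2, 11 by edgeR's exact test, 0 by limma-voom). Vitamin D metabolic process and transcytosis share 8 unigenes of *lrp2a*, the endocytic receptor megalin, and hold 9 and 8 unigenes. In each, 7 were tested and none was called (7 at an unadjusted *p* under 0.05, 4 by DESeq2, 5 by edgeR's exact test, 0 by limma-voom), with a median of -1.57. Adjusted over the list alone, all 25 immune response unigenes, all 13 leukocyte markers and all 7 of the other lists would be called, but the study chose these unigenes on the same fish, so this is not independent evidence of their direction. Of the immune response unigenes, 5 had counts in S4 and S5 alone. The *LOC798119* call was lost without any 1 of the 6 fish, with adjusted *p* between 0.0501 and 0.150, with limma-voom, upper-quartile normalization or same-symbol unigenes summed, and in the alternatives chosen after seeing the data, among them the column-name ending as a second term.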

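*HSD3B6* (Contig5047), which converts pregnenolone to progesterone, was higher in fertile gonads, with 11.0 ± 2.45 CPM in fertile fish (SD, n = 3) and a log2 fold change of 1.85 (standard error 0.20, adjusted *p* = 0.0129 from edgeR's quasi-likelihood test). Among the 35787 tested unigenes ordered by log2 fold change from the most fertile-biased, the leading unigene of *PRLR* was at position 2, that of *CYP11A1* at 6 and that of *CYP11B2* at 8. Those of *CYP21A1*, *HSD3B6* and *CYP17A1* were at 78, 98 and 153. *CYP11A1* and *HSD3B6* passed the test, and *PRLR*, *CYP11B2*, *CYP21A1* and *CYP17A1* did not, with adjusted *p* from 0.0841 to 0.145 in edgeR's quasi-likelihood test. Every fertile fish had a higher CPM than every sterile fish for each of these 6 genes. The *HSD3B6* call was lost without S4 (adjusted *p* = 0.0525, against a range of 6.17e-15 to 0.36 over all alternatives), and in the alternatives chosen after seeing the data, with the column-name ending as a second term or against S1 alone.

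**Figure D1:**
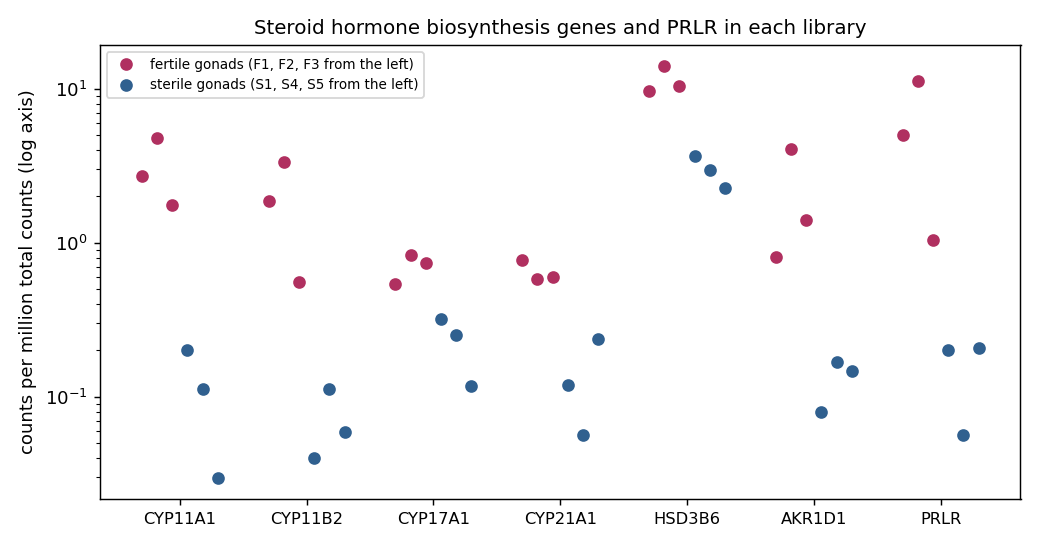
Counts as a share of all counts of the library, on a log axis, of the leading unigene of 7 genes in each of the 6 libraries, without TMM scaling. Each point is 1 fish, and for every gene the 3 fertile fish (red) lie above the 3 sterile fish (blue).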

*CYP11A1*, *CYP11B2*, *CYP17A1*, *CYP21A1*, *HSD3β*, and *PRLR* were the six genes showing the highest expression in fertile compared to sterile gonads (see S2 File).

**Fig 1:**
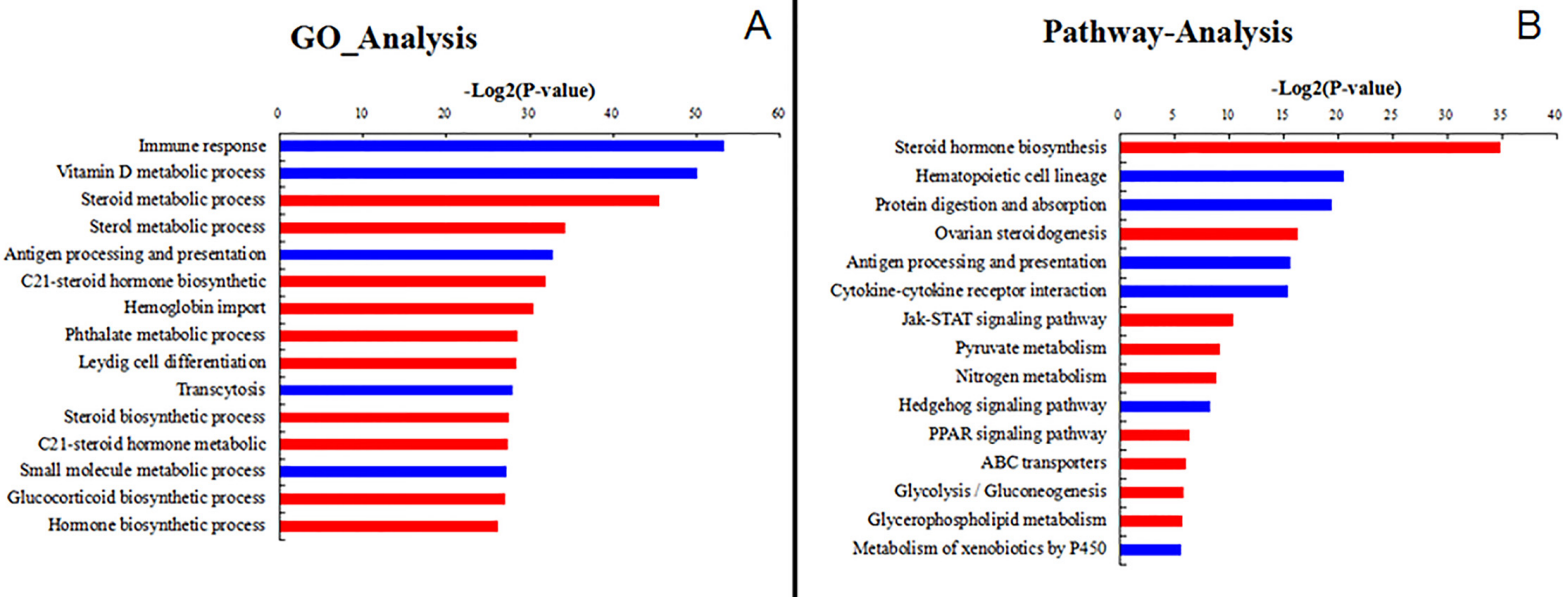
Gene ontology analysis and pathway analysis of all differentially expressed unigenes. (A) Gene ontology analysis of differentially expressed unigenes. The blue bar indicates up-regulated genes in sterile gonads compared with fertile gonads; the red bar indicates down-regulated genes in sterile gonads compared with sterile gonads. (B) Pathway analysis of all differentially expressed unigenes. The blue bar indicates up-regulated genes in sterile gonads compared with fertile gonads; the red bar indicates down-regulated genes in sterile gonads compared with sterile gonads.

A pathway analysis using the KEGG database was used to identify the significant pathways involving differentially expressed gene sets. Out of 1225 differentially expressed unigenes, 301 were successfully annotated. The significance level was calculated by Fisher’s exact test. In total, 46 pathway categories were found to be significantly enriched, including 26 pathways significantly enriched by under-expressed genes in the sterile gonads and 36 by over-expressed genes. 

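Steroid hormone biosynthesis holds 18 unigenes in S3 File, of which 11 were tested. Of these, 3 were higher in fertile gonads, namely the *HSD3B6* unigene and 2 unigenes of *CYP11A1*, the side-chain cleavage enzyme that makes pregnenolone from cholesterol. None was higher in sterile gonads and 8 did not pass. *AKR1D1*, the steroid 5-beta-reductase (Contig3871), had 2.02 ± 1.70 CPM in fertile and 0.139 ± 0.0521 CPM in sterile fish (SD, n = 3 each), and its log2 fold change of 3.79 (standard error 0.71) did not pass at an adjusted *p* of 0.099 from edgeR's quasi-likelihood test and was 2.86 without F2. The median log2 fold change over the list was 2.17, and 1 unigene, matched to mouse *Akr1b3*, had the opposite sign at -1.35. Averaged over all 18 unigenes, log2(CPM + 1) was 0.852 ± 0.183 in fertile and 0.280 ± 0.0214 in sterile fish (SD, n = 3 each, two-sided exact permutation *p* = 0.1). Adjusted over the list alone, 10 were higher and 1 was lower in fertile gonads. Neither this nor the average over the list is independent evidence, because the study chose the list on these fish. Without S4 no unigene of the list passed and without S1 only 1 did, whereas DESeq2 called 6, edgeR's exact test 9 and limma-voom 1. With the column-name ending as a second term, chosen after seeing the data, S1 is the only sterile fish compared, so that fit cannot test the list.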

Steroid hormone biosynthesis was the most significant pathway (Fig 1B) with six differentially expressed genes (*CYP11A1*, *CYP11B2*, *CYP17A1*, *CYP21A1*, *HSD3B6*, and *AKR1D1*) that showed lower expression in sterile gonads. The pathways showing greatest downregulation were involved in immune response, protein digestion and absorption, and cytokine–cytokine receptor interaction. 

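Protein digestion and absorption held 22 unigenes, of which 14 were tested. The unigene that passed, *col4a1* (Contig1464), encodes a basement membrane collagen and was higher in fertile gonads, with 3.55 ± 0.355 against 1.35 ± 0.179 CPM (SD, n = 3 each, adjusted *p* = 0.0348 from edgeR's quasi-likelihood test). The other 13 did not pass, 9 of them with negative log2 fold changes. Of 10 unigenes of exocrine pancreas enzymes, examined as a list of their own, 4 passed the low-count filter and none was called by edgeR (4 at an unadjusted *p* under 0.05, 3 by DESeq2, 3 by edgeR's exact test, 0 by limma-voom), with a median log2 fold change of -2.12. Their mean log2(CPM + 1) was 0.289 ± 0.0785 in the fertile fish, 0.502 in S1, 1.86 in S4 and 1.84 in S5. On the cytokine-cytokine receptor interaction list, 14 of 18 unigenes were tested, 1 was higher in fertile gonads, *LOC798119* was higher in sterile gonads and 12 did not pass (10 called by DESeq2, 12 by edgeR's exact test, 0 by limma-voom), and either call was lost without S1, S4 or S5. Of the 12 unigenes of antigen processing and presentation, 10 were tested and none was called by edgeR (10 at an unadjusted *p* under 0.05, 9 by DESeq2, 10 by edgeR's exact test, 0 by limma-voom), all with negative log2 fold changes between -1.51 and -1.12. Adjusted over the list alone, the counts higher in fertile and in sterile gonads were 5 and 9 for protein digestion, 0 and 4 for the pancreatic enzymes, 7 and 7 for cytokines and 0 and 10 for antigen processing, on lists that the study chose on these fish, so they are not independent evidence. The leukocyte markers lay on the side of the antigen processing list. Without S4, 8 unigenes of antigen processing passed. Of protein digestion, 5 passed without S1, 2 without F1, 2 without S5 and 0 without F2, F3 or S4. The *col4a1* call was lost without F2, F3, S1 or S4, with adjusted *p* of 0.108, 0.0744, 0.0855 and 0.0959 in edgeR's quasi-likelihood test.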

The genes *CTSS*, *CD74*, *B2M*, *C1QB*, *C1QC*, *SLC3A2*, *DPP4*, *CPA1*, *CTRB1*, *TGFB3*, *CSF3R*, and *TNFSF10* were involved in these pathways (see S3 File).

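Among these genes, the mean levels of *CTSS* (cathepsin S), *CD74* (the invariant chain of MHC class II), *C1QB* and *C1QC* (complement C1q chains) were between 2 and 3 times higher in sterile than in fertile gonads, but none passed the test. *CD74* (Contig25050) had 24.7 ± 5.84 CPM in fertile and 61.5 ± 20.0 CPM in sterile fish (SD, n = 3 each) and a log2 fold change of -1.31 (standard error 0.25, adjusted *p* = 0.101 from edgeR's quasi-likelihood test). The log2 fold changes of *CTSS*, *C1QB* and *C1QC* were -1.36, -1.49 and -1.58, with adjusted *p* of 0.114, 0.114 and 0.128 from the same test. The *C1QC* values are those of the unigene with the most counts matched to it, which carries the zebrafish symbol *c1qa*, and the unigene with the symbol *c1qc* had -1.46 and an adjusted *p* of 0.134. *CPA1*, a carboxypeptidase of the pancreas whose unigene carries the zebrafish symbol *cpa4*, had 0.269 ± 0.381 CPM in fertile and 4.31 ± 3.68 CPM in sterile fish (SD, n = 3 each), at an adjusted *p* of 0.134. The leading *CTRB1* (chymotrypsinogen) unigene had 0 counts in the 3 fertile fish and in S1, 134 in S4 and 100 in S5, so its mean CPM in sterile fish was at least 68.8-fold higher with 3 counts over the fertile group as the floor. The *B2M* unigene (beta-2-microglobulin) had 0 counts in the same 4 fish, 13 in S4 and 7 in S5, and was at least 5.83-fold higher on the same floor. Neither had counts in enough libraries to pass the low-count filter, and without a low-count filter their adjusted *p* was 0.149 and 0.226 in edgeR's quasi-likelihood test. Both are among the 28 unigenes with counts in S4 and S5 alone, for which an outside source of reads stays open, and S1 does not share the difference. A second *CTRB1* unigene (Contig24221) had 3, 0 and 0 counts in the fertile fish, 2 in S1, 141 in S4 and 83 in S5. Without S4, *CTSS* and *CD74* passed, with adjusted *p* of 0.0209 and 0.0454, against ranges of 2.32e-05 to 0.571 and 0.000156 to 0.566 over all alternatives.

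**Figure D2:**
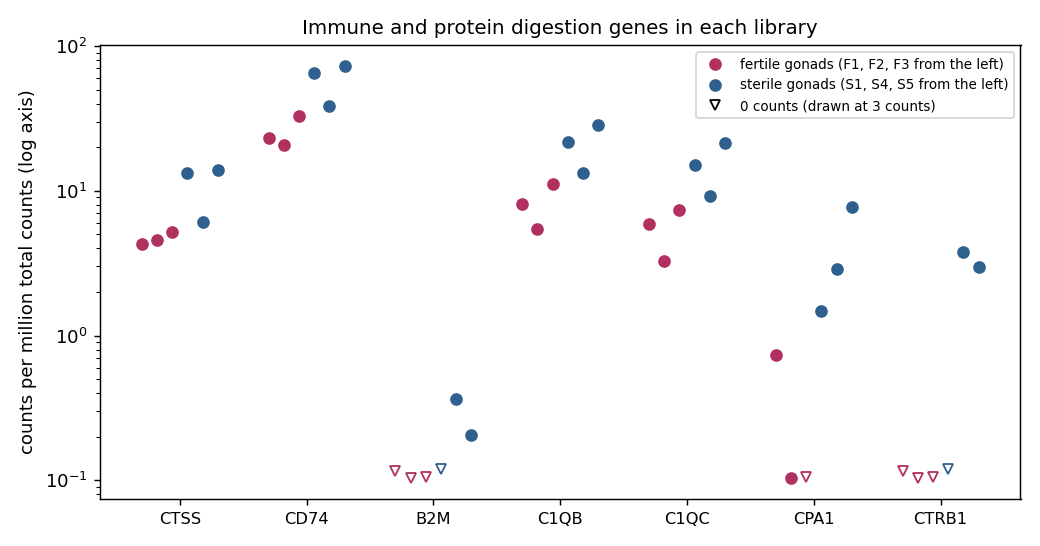
Counts as a share of all counts of the library, on a log axis, of the leading unigene of 7 genes in each of the 6 libraries, without TMM scaling. Each point is 1 fish, fertile in red and sterile in blue, and an open triangle marks 0 counts, drawn at the level of 3 counts; *B2M* and *CTRB1* have counts in S4 and S5 alone.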

### Differential expression: keyword analysis

Gene co-expression networks were constructed to identify pivotal gene or genes. In the network, cycle nodes represent genes, and edges between two nodes represent interactions between genes, which are quantified by degrees. Degrees within the network describe the number of single genes that regulate other genes and represent the size of the cycle node; the higher the degree, the more centrally the gene occurs within the network [11]. The network was constructed using 72 differentially expressed genes in sterile gonads (Fig 2). These genes were attributed to the pathways steroid hormone biosynthesis, *Staphylococcus aureus* infection, hematopoietic cell lineage, protein digestion and absorption, antigen processing and presentation, cytokine–cytokine receptor interaction, proximal tubule bicarbonate reclamation, and Jak-stat signaling. Three of these pathways were upregulated and five were downregulated. 

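The Jak-STAT signaling list held 15 unigenes, of which 12 were tested, 1 was higher in fertile gonads, 1 was higher in sterile gonads and 10 did not pass (11 called by DESeq2, 12 by edgeR's exact test, 0 by limma-voom). The unigene higher in sterile gonads was 1 of 5 of *BCL2L1*, an inhibitor of apoptosis. *Staphylococcus aureus* infection had 9 tested unigenes, complement and MHC class II genes among them, and none was called by edgeR (9 at an unadjusted *p* under 0.05, 6 by DESeq2, 8 by edgeR's exact test, 0 by limma-voom), with log2 fold changes from -1.72 to -1.08. The lowest of them was that of *itgb2* (Contig23672), with 2.75 ± 0.584 CPM in fertile and 9.05 ± 3.44 CPM in sterile fish (SD, n = 3 each, standard error 0.28, adjusted *p* = 0.066 from edgeR's quasi-likelihood test). In hematopoietic cell lineage, 12 were tested, 1 was higher in fertile gonads and 11 did not pass, 4 with positive and 7 with negative log2 fold changes (9 called by DESeq2, 12 by edgeR's exact test, 0 by limma-voom). The fertile-higher call is the same unigene in this list, in Jak-STAT signaling and in cytokine-cytokine receptor interaction, and it was lost without S1, S4 or S5. Proximal tubule bicarbonate reclamation had 4 tested unigenes, 2 in each direction and none called by edgeR (4 at an unadjusted *p* under 0.05, 1 by DESeq2, 1 by edgeR's exact test, 0 by limma-voom). Adjusted over the list alone, all tested unigenes of the 4 lists would be called, which is not independent evidence, as the study chose the lists on these fish. Without S1 or without S4 no unigene of Jak-STAT signaling passed. The fit with the column-name ending as a second term cannot test the 4 lists, because S1 is the only sterile fish compared in it.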

Core regulatory genes involved in the eight pathways were determined using k-core differences between the sterile and fertile groups. As shown in Table 5, *TGFB3* and *SLC3A2* had the biggest k-core differences, followed by *CYP11A1* and *DPP4*. Among these four genes, *CYP11A1* was upregulated and more highly expressed in the fertile group and at a lower level in the sterile group; it directly regulates 10 neighboring genes that interact according to their degrees. 

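The *CYP11A1* unigene of Table 6 (c15635_g1_i2_1925_7450) had 2.98 ± 1.54 CPM in fertile and 0.116 ± 0.0826 CPM in sterile gonads (SD, n = 3 each). Its counts were 70, 138 and 50 in the fertile and 5, 4 and 1 in the sterile fish. The log2 fold change was 4.69 (standard error 0.56, adjusted *p* = 0.027 from edgeR's quasi-likelihood test). Without S1 and without S4 the adjusted *p* was 0.0594 and 0.0941, within a range of 9.44e-13 to 0.469 over all alternatives, and the call was also lost with limma-voom and in the alternatives chosen after seeing the data. The network degrees themselves were not analysed here.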

The other three genes are related to protein digestion and absorption and cytokine–cytokine interaction, and showed downregulated expression. 

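None of these genes passed the test. *TGFB3* (Contig23327), a transforming growth factor, had 2.55 ± 1.35 CPM in fertile and 6.08 ± 2.10 CPM in sterile gonads (SD, n = 3 each), with a log2 fold change of -1.25 (standard error 0.37, adjusted *p* = 0.196 from edgeR's quasi-likelihood test). *SLC3A2*, the heavy chain of several amino acid transporters, has 2 unigenes, and the leading one had 0.720 ± 0.139 CPM in fertile and 2.37 ± 1.18 CPM in sterile gonads (SD, n = 3 each), with a log2 fold change of -1.72 (standard error 0.37, adjusted *p* = 0.119 from the same test). *DPP4*, a dipeptidyl peptidase, is represented by a unigene with the zebrafish symbol *fap*, a related protease, and had 0.487 ± 0.0285 and 1.05 ± 0.409 CPM in these groups, at an adjusted *p* of 0.188. DESeq2 called *TGFB3* and *SLC3A2* but not *DPP4*.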

Other upregulated genes with large k-core differences were related to steroid hormone biosynthesis and the Jak-stat signaling pathway, including *CYP21A1*, *CYP17A1*, *HSD3B6*, *CYP11B2*, and *PRLR*.

**Fig 2:**
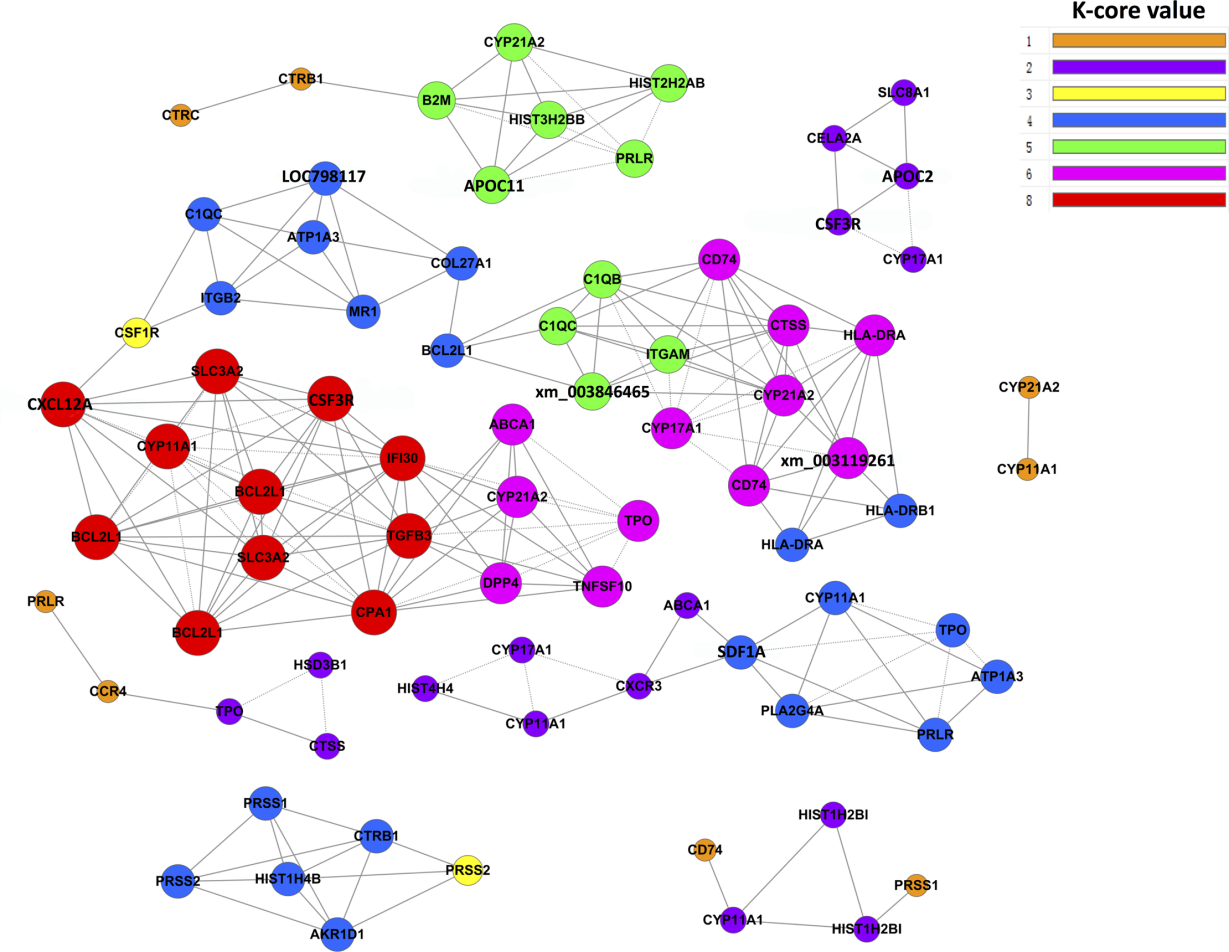
Co-expression network of differentially expressed genes in sterile gonads. Genes from pathways showing high expression differences were analyzed and identified using a gene co-expression network with a k-core algorithm. Cycle nodes represent genes, and the size of the node represents the power of the interrelationships among nodes; the edges between two nodes represent interactions between genes, and the greater the number of edges associated with a gene, the more it is connected to other genes and the more central is its role within the network.

**Table 5:** Eighteen genes identified by gene co-expression network with k-core algorithm.

Gene symbol	Fertile		Sterile		Dif-k-core	Expression in sterile gonads relative to fertile gonads
	Degree	k-core	Degree	k-core		
***TGFB3***	1	1	14	8	-7	up
***SLC3A2***	1	1	9	8	-7	up
***CYP11A1***	3	2	10	8	-6	down
***DPP4***	0	0	7	6	-6	up
***CPA1***	3	3	13	8	-5	up
***CTSS***	2	1	10	6	-5	up
***BCL2L1***	3	3	10	8	-5	down
***CYP21A***	1	1	7	6	-5	down
***ABCA1***	1	1	6	6	-5	up
***CXCR3***	10	8	15	9	-5	up
***APOC1I***	1	1	5	5	-4	up
***CSF3R***	4	4	10	8	-4	up
***CYP17A1***	3	3	8	6	-3	down
***TNFSF10***	3	3	7	6	-3	up
***HSD3β***	5	4	2	2	2	down
***CXCL12A***	11	11	9	8	3	up
***CYP11B2***	6	5	3	2	3	down
***PRLR***	8	5	1	1	4	down

### qRT-PCR validation of gene expression

To validate the results obtained by RNA-seq, the 10 candidate genes with the highest k-core differences were selected from the co-expression network analysis for confirmation by qRT-PCR. Eight candidate genes (*SLC3A2*, *DPP4*, *CYP21A*, *CXCR3*, *CSF3R*, *CYP17A1*, *CXCL12A*, and *APOC1I*) showed k-core differences that were too low to allow proper quantification in both groups (sterile gonads and fertile gonads). The qRT-PCR analysis confirmed the outcome of the RNA-seq analysis regarding changes in expression of the 10 candidate genes (Table 6).

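Of the 10 genes of Table 6, *CYP11A1* and *HSD3B6* passed the test on the counts and 8 did not. All 10 log2 fold changes had the sign given in Table 6. They ranged from 1.21 for the leading *BCL2L1* unigene to 5.13 for *PRLR* among the 5 genes higher in fertile gonads, and from -4.05 for *CPA1* to -1.23 for *TNFSF10* among the 5 genes higher in sterile gonads. The *CPA1* value was -6.31 without F1, -3.45 without F3 and -3.11 without S5. At an unadjusted *p* under 0.05 all 10 passed, DESeq2 called 8 and edgeR's exact test 9. The number was 4 without F3, 1 without S1 and 1 without S4. The study had selected these genes on the same fish, so neither their sign nor the unadjusted result is independent evidence. The qRT-PCR values were not analysed here.

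**Figure D3:**
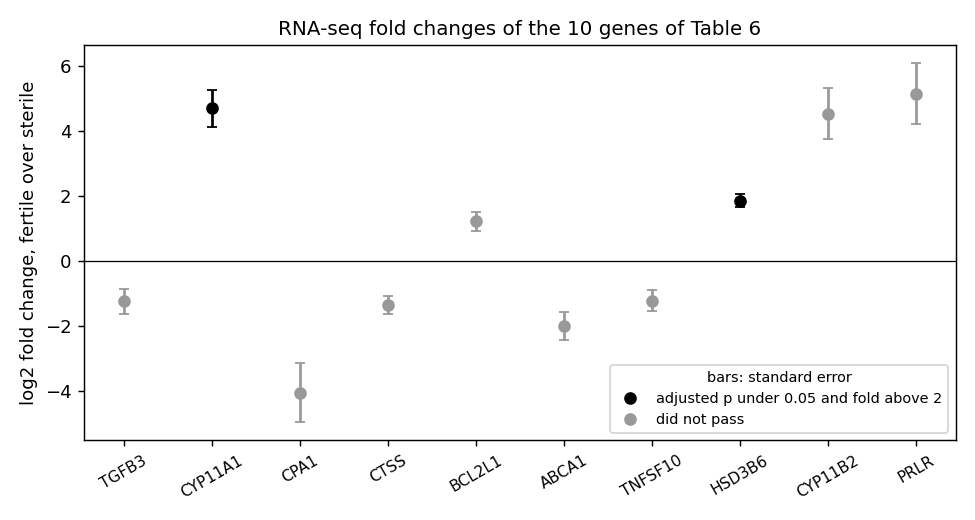
Log2 fold change, fertile over sterile, of the unigene of each Table 6 gene from edgeR's quasi-likelihood test on 3 fertile and 3 sterile libraries. Bars are standard errors, black points passed the test (*CYP11A1* and *HSD3B6*) and gray points did not.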

**Table 6:** Verification of gene expression changes by qRT-PCR.

Gene symbol	Expression in sterile gonads	Sequence of primers used in q-PCR	Expression of fold change (log2)	
			RNA-seq	qPCR
***TGFB3***	over	CAAGATTGGTCTGTCGGTA (F)	-1.25	-2.34
		AGCCAAACAGCGTTACAT (R)		
***CYP11A1***	under	ACGCCTGTTTGACCTCTG (F)	4.69	3.81
		TGAGCATTTCTGTTGGGAG (R)		
***CPA1***	over	GGTGTAAGCGTAGCCGTCAG (F)	-4	-3.85
		TCCAGGGAATGGGTGTCG (R)		
***CTSS***	over	CAAACAAGCGAGTTATGAT (F)	-1.36	-1.6
		AACCTCTTTCGGAGACAA (R)		
***BCL2L1***	under	GTGATGGACGAGGTGTTC (F)	1.22	0.19
		ATCCTGTCCACCAGCGAA (R)		
***ABCA1***	over	GCCACAGAGTGCCGTTAT (F)	-2	-3.1
		TTCCTTCGGGTGATGAGT (R)		
***TNFSF10***	over	CCTCGGTTCAAAGATGGAT (F)	-1.22	-2.18
		CGTTGGCAAAGCAAGGAA (R)		
***HSD3β***	under	TCGTATCCCGTCATCCAT (F)	1.84	0.73
		TGAGGTTTTCCTACAGCAAG (R)		
***CYP11B2***	under	TATTCTGCGTCCCAAACA (F)	4.67	3.78
		TTCGTCCAGAGCAGTATCA (R)		
***PRLR***	under	CAATAATGAGCCAATAACG (F)	5.12	4.06
		GTGGGTCTGTGGATGTTA (R)		

## Discussion

In general, the effects of inbreeding are first noticed in fertility related traits, especially in females [3]. However, in fish, only a few detailed studies have been performed on the fertility of DH individuals; these studies largely concentrated on delayed natural spawning time, decreased ovulation responses to hormonal induction, and reduced egg size and quality [12]. In this study, we used transcriptome sequencing to investigate the biological mechanisms of homozygotic sterility in female DH Japanese flounder.

Genes showing high levels of expression in fertile ovaries were primarily associated with steroid biosynthesis, while genes expressed highly in sterile gonads were mainly associated with other metabolic processes, such as immune response, cytokine–cytokine receptor interaction, and protein digestion and absorption. 

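*BCL2L1*, an inhibitor of apoptosis, has 5 unigenes in S1 File, of which 4 had positive log2 fold changes without passing and 1 had a negative one. The leading one (c14967_g1_i5_2274_12000) had 5.37 ± 0.395 CPM in fertile and 2.31 ± 1.09 CPM in sterile gonads (SD, n = 3 each), and its log2 fold change (standard error 0.28) did not pass at an adjusted *p* of 0.134 from edgeR's quasi-likelihood test. The other 3 with a positive sign had log2 fold changes of 1.05, 1.08 and 1.45, with adjusted *p* of 0.134, 0.114 and 0.102. The only *BCL2L1* unigene that passed, c13022_g2_i2_1892_15085, was higher in sterile gonads, with 2.27 ± 0.149 CPM in fertile and 7.13 ± 1.99 CPM in sterile fish (SD, n = 3 each) and a log2 fold change of -1.65 (standard error 0.22, adjusted *p* = 0.0363 from the same test). The call was lost without F1, F2, F3, S1 or S4, with adjusted *p* between 0.0687 and 0.117. With the 5 unigenes summed the log2 fold change was 0.53 (adjusted *p* = 0.124, within a range of 1.2e-08 to 0.22 over the alternatives for the unigene that passed).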

In the transcriptomes of sterile fish, seven genes showed the greatest upregulation and played important roles in steroid biosynthesis and in the Jak-stat signaling pathway: *CYP11A1*, *CYP11B2*, *CYP17*, *CYP21*, *HSD3B*, *BCL2L1*, and *PRLR*. Other researchers have confirmed that the variation in the expression of genes for steroid biosynthesis can affect hormone levels and cause metabolic disorders. For example, polycystic ovary syndrome, a common endocrine disease in women of reproductive age, is mainly caused by abnormal expression of steroidogenic enzymes, which also can induce abnormal follicular maturation [13]. *CYP11A1* is the first and rate-limiting step of steroid biosynthesis, and catalyzes the conversion of cholesterol to pregnenolone, the gene controls the rate of synthesis of all steroid hormones. Thus, *CYP11A1* is critical for steroidogenesis at the gonad development stage [10]. Additionally, *CYP11A1* is important for placental progesterone synthesis, which is essential for the maintenance of pregnancy in mammals [14]. In humans, mutation of *CYP11A1* can cause congenital lipoid adrenal hyperplasia, with a range of symptoms such as male sex reversal, high plasma adrenocorticotropic hormone levels, and increased plasma concentrations of gonadotrophins [15]. Similarly to humans, *Cyp11a1*-null mice have exceedingly high levels of adrenocorticotropic hormone but very little corticosterone and aldosterone in the plasma [16]. *CYP11A1* is also regarded as a critical regulator for gonadal development in fish. In zebrafish, *CYP11A1* is synthesized as a maternal transcript, and targeted knockdown of the gene leads to a shortened embryonic axis and epiboly defects, presumably because of the lack of adequate maternal steroid supply [17]. *CYP11A1* is also indispensable for gonadal development and maturation in catfish [18]. Here, *CYP11A1* was found to be expressed at extremely low levels in sterile ovaries, and at much higher levels in fertile ovaries. We suggest that *CYP11A1* has a significant effect on ovary development in the Japanese flounder and that lower levels of expression impair oogenesis.

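Besides the unigene of Table 6, S1 File lists 4 further *CYP11A1* unigenes, each with more counts in every fertile than in any sterile fish. One of them (c6200_g1_i1_1114_9587) passed, with 0.842 ± 0.242 CPM in fertile and 0.0519 ± 0.049 CPM in sterile gonads (SD, n = 3 each) and a log2 fold change of 3.84 (standard error 0.55, adjusted *p* = 0.0468 from edgeR's quasi-likelihood test). Another (c8996_g1_i1_612_1570) had 6, 7 and 3 counts in the fertile fish and 0 in every sterile fish, a CPM at least 5.62-fold higher with 3 counts over the sterile group as the floor. The call of c6200_g1_i1_1114_9587 was lost without any 1 of the 6 fish, with adjusted *p* between 0.0552 and 0.140, with limma-voom and in the alternatives chosen after seeing the data. Without S5 its log2 fold change was 4.50. From the levels in these ovaries the paper proposes that lower expression impairs oogenesis.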

*CYP11B2*, aldosterone synthase gene, encodes a cytochrome P450 membrane-bound heme-containing enzyme that accepts electrons from NADPH via accessory proteins; it participates in hydroxylation and other oxidative conversions of target molecules. *CYP11B2* is normally expressed only the in zona glomerulosa where it catalyzes three sequential reactions: 11β-hydroxylation, 18-hydroxylation, and 18-oxidation to form aldosterone [19–20]. Mutation of *CYP11B2* can cause aldosterone synthase deficiency in humans [21]. Fish *CYP11B* also catalyzes the 11β-hydroxylation step that produces 11β-hydroxytestosterone in the gonad [21]. Expression of *CYP11B* in fish shows a sexually dimorphic pattern in the gonad, as it only expressed in testis and not in the ovary of either developing or adult fish [19, 22–24]. In contrast, *CYP11B2* was expressed in DH ovaries with a higher level of expression in gonads of fertile compared to sterile flounder. 

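*CYP11B2* is represented by 1 unigene (c8996_g3_i2_1013_1573). It had 1.87 ± 1.38 CPM in fertile and 0.0737 ± 0.0394 CPM in sterile gonads (SD, n = 3 each), from 48, 97 and 16 counts in the fertile and 1, 4 and 2 counts in the sterile fish. The log2 fold change of 4.52 (standard error 0.79) did not pass at an adjusted *p* of 0.0841 from edgeR's quasi-likelihood test. Without F2 it was 3.82. It passed without F3 (adjusted *p* = 0.0112, within a range of 4.97e-07 to 0.606 over all alternatives), with DESeq2 and with edgeR's exact test.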

We speculate that gonadal development in DH flounder may differ from the standard pattern.

Germ cell development in sterile DH ovaries was inhibited at an early stage and vitellogenesis was not completed to enable final oocyte maturation. It is known that sex steroids regulate liver metabolism to produce vitellogenin (VTG), the egg yolk precursor protein. Additionally, 17α,20β-dihydroxy-4-pregnen-3-one is an essential hormone for final oocyte maturation in fish [25–26] and *CYP17* has a vital role in its production in gonadal tissues and also for production of sex steroids [27]. The expression of *CYP17* in the ovaries of trout and eel increases during development and maturation of the follicles [28]. It was reported that the level of *CYP17* expression increases continually during gonad development in Japanese flounder [29]. Mutation of the coding region of *CYP17* or changes to its methylation status might influence expression and, consequently, reproductive endocrine levels [30]. In common carp, *CYP17* deficiency leads to inter-renal hyperplasia [31]. 

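*CYP17*, the 17-alpha-hydroxylase, is represented by 4 unigenes, none of which passed the test. The leading one (c13080_g1_i3_1400_11608, zebrafish symbol *cyp17a2*) had 0.677 ± 0.148 CPM in fertile and 0.236 ± 0.096 CPM in sterile gonads (SD, n = 3 each), with a log2 fold change of 1.53 (standard error 0.37, adjusted *p* = 0.145 from edgeR's quasi-likelihood test). Those of the other tested *CYP17* unigenes were 2.17 and 1.26, with adjusted *p* of 0.107 and 0.209. DESeq2 did not call the leading unigene and edgeR's exact test did.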

Our study also indicated that low expression of *CYP17* may affect the production of sex steroids and further restrict gonadal development.

In the transcriptome from sterile ovaries, the least expressed genes were *HSD3β* and *CYP21*. 

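In the sterile gonads, *HSD3B6* had 3.08 ± 0.569 CPM (SD, n = 3), from 92, 106 and 77 counts. The leading *CYP21A1* unigene, of the steroid 21-hydroxylase (c7251_g2_i1_649_1029), had 0.146 ± 0.103 CPM (SD, n = 3), from 3, 2 and 8 counts, against 0.628 ± 0.0986 CPM in the fertile gonads. Its log2 fold change of 2.09 (standard error 0.45) did not pass at an adjusted *p* of 0.122 from edgeR's quasi-likelihood test and was 2.84 without S5. The other *CYP21A1* unigenes had too few counts for the test, with at most 3 counts in any sterile fish.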

*HSD3β* is responsible for the second step of steroidogenesis, namely, the conversion of P5 into progesterone. *CYP21* catalyzes the final steps in the production of cortisol and functions in sex steroid production [32]. *CYP21* deficiency in humans leads to congenital adrenal hyperplasia, an autosomal recessive disorder associated with deficiency in adrenocortical enzymes necessary for cortisol biosynthesis [33]. Deficient expression of the *CYP21* gene results in the accumulation of 17-α-hydroxy progesterone and its conversion to androgens. Excessive adrenal androgen production can induce clinical hyperandrogenism, anovulatory cycles, and infertility [34]. In addition to the five genes described above, *PRLR* is also involved in steroid biosynthesis. *PRLR* is a member of the class 1 cytokine receptor superfamily and forms a transmembrane chain that is embedded in the cell membrane; it functions in combination with prolactin [35]. The role of *PRLR* in reproduction in mice was demonstrated through analysis of a germ-line null mutation. Female *PRLR*-/- mice exhibit total sterility because of the regression of the corpora lutea, the absence of sufficient progesterone to support implantation and the subsequent development and maintenance of the placenta [36]. *PRLR* mRNA and protein have been found in the gonads of some fish, such as Mozambique tilapia [37], Nile tilapia [38], and seabream [39]. Furthermore, PRLR levels often change during the breeding cycle. The highest PRLR level in female Nile tilapia plasma occurs after spawning and during vitellogenesis [40], suggesting that *PRLR* may be involved in vitellogenesis and/or ovulation. These observations are consistent with our experimental results that *PRLR* is expressed at low levels in sterile DH fish that show yolk accumulation deficiency. This implies that *PRLR* has an important role in ovarian development in Japanese flounder.

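*PRLR* has 3 unigenes. The leading one (c15533_g1_i1_3148_7414) had 5.62 ± 5.09 CPM in fertile and 0.161 ± 0.0901 CPM in sterile gonads (SD, n = 3 each), from 129, 327 and 30 counts in the fertile and 5, 2 and 7 counts in the sterile fish. Its log2 fold change (standard error 0.94) did not pass at an adjusted *p* of 0.0924 from edgeR's quasi-likelihood test. Without F2 the value was 4.17. Without F3 it passed (adjusted *p* = 0.01, within a range of 4.03e-06 to 0.627 over all alternatives). The other tested *PRLR* unigene had a log2 fold change of 4.90 and an adjusted *p* of 0.0945 (4.08 without F2 and 5.80 without S5).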

VTG is synthesized mainly in the liver under the regulation of E2. It is transferred to the oocyte via thecal capillaries to the granulosa layer, and passes to the oocyte surface through pore canals in the zona radiata. Subsequently, the VTG enters the cell by receptor-mediated endocytosis [41]. In the present study, we found upregulation of the *VTG* gene in sterile DH fish. 

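No unigene of S1 File carries a vitellogenin symbol, so a *VTG* level is not given here. The transcytosis and vitamin D unigenes include those of *lrp2a*, which encodes megalin, a receptor that takes up lipoproteins and vitamin D-binding protein by endocytosis. The *lrp2a* unigene with the smallest adjusted *p* (c8780_g1_i1_445_17880) had 0.184 ± 0.0441 CPM in fertile and 0.786 ± 0.208 CPM in sterile gonads (SD, n = 3 each), with a log2 fold change of -2.07 (standard error 0.35). It did not pass at an adjusted *p* of 0.0801 from edgeR's quasi-likelihood test.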

*VTG* is involved in vitamin metabolic process, transcytosis, lipoprotein transport, proteolysis, and receptor-mediated endocytosis. All of these processes are related to yolk deposition (vitellogenesis). Thus, although the DH fish were sterile, they still showed higher expression of the gene for yolk protein accumulation. The numerous oocytes in the sterile gonad presumably still continue vitellogenesis. We speculate that steroid hormone disorder caused by key enzyme genes for steroid biosynthesis (as described above) is associated with the high level of *VTG* expression.

The vitellogenic period is characterized by high production of RNAs, proteins, lipids, vitamins, and hormones [42]. 

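*CSF3R*, the receptor of granulocyte colony-stimulating factor, and *CXCR3*, a chemokine receptor, had too few counts for the test. The leading *CSF3R* unigene (c11355_g3_i1_248_22173) had 4, 1 and 3 counts in the fertile and 7, 9 and 15 counts in the sterile fish, and *CXCR3* (c1413_g1_i1_339_20756) had 4, 3 and 2 against 7, 16 and 22. Without a low-count filter their log2 fold changes were -1.85 (standard error 0.55) and -2.20 (standard error 0.51), with adjusted *p* of 0.2 and 0.123 from edgeR's quasi-likelihood test.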

In the sterile ovaries, we found higher expression of genes related to cytokine–cytokine receptor interaction, and protein digestion and absorption, namely, *TGFB3*, *CSF3R*, *CXCR3*, *SLC3A2*, and *DPP4*. Of these, *TGFB3*, *CSF3R*, and *CXCR3* have been reported to be expressed in the preovulatory ovary of fish [43]. *SLC3A2* is expressed in a wide variety of tissues in mammals, specifically in the yolk syncytial layer in the embryo [44]. *DPP4* plays an important role in enzymatic degradation of incretin peptides [45]. We speculate that these genes are correlated to vitellogenesis in the sterile ovaries.

Follicular atresia is a widespread phenomenon in fish ovaries under both natural and experimental conditions; in this process, a number of ovarian follicles recruited into the vitellogenesis pool fail to complete maturation and ovulation [46]. Atresia mainly occurs during the post-spawning period, but can also be observed in other stages of the reproductive cycle [47]. In this study, although the appearance of the sterile DH gonads differed from that of follicular atresia in fish described in other studies [48–49], some genes related to atresia were more highly expressed in the sterile DH gonads. *APOC1-I* encodes a protein component of chylomicrons, high-density lipoproteins (HDLs) involved in lipid transport in the bloodstream [50]. *ABCA1* mediates the transport of cellular cholesterol and phospholipids to *APOA-1* to generate nascent HDL particles [51]. The expression of *ABCA1* and *APOC1-I* is required for the clearance of excess cholesterol and phospholipids from hepatocytes and for the reduction in hepatic lipid accumulation [52]. During follicular atresia in rainbow trout, there is massive transfer of the oocyte yolk proteins and possibly lipids into the bloodstream combined with HDLs [53] because of the ingestion and digestion of the yolk by the follicular cells. The study of Senegalese sole has shown the importance of lipid-metabolic process during follicular atresia in fish [54]. In humans, serum *APOC1-I* has been proposed to be an early marker for metabolic abnormalities in women with polycystic ovary syndrome [55]. Similarly, *APOC1-I* may be a useful marker to identify factors involved in premature ovarian regression in cultured fish [54]. Therefore, lipid-metabolic processes during follicular atresia in fish may have evolved to facilitate the redistribution of energy-rich yolk materials from oocytes that failed to develop properly [56]. In the sterile DH females, gonadal development arrested at the vitellogenic stage, presumably stimulating the redistribution of energy from the oocytes. The finding of high *APOC1-I* and *ABCA1* transcriptional levels in sterile ovaries of Japanese flounder provides additional evidence for this inference.

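*ABCA1*, the cholesterol and phospholipid exporter, had 13.1 ± 5.52 CPM in fertile and 52.7 ± 30.5 CPM in sterile gonads for its leading unigene (Contig28267; SD, n = 3 each). Its log2 fold change of -2.01 (standard error 0.44) did not pass at an adjusted *p* of 0.122 from edgeR's quasi-likelihood test, nor did that of its second unigene, at -1.16. *APOC1-I* had 3, 1 and 0 counts in the fertile and 3, 17 and 10 counts in the sterile fish, too few for the test. Of 17 unigenes of lipoprotein and lipid transport, 13 were tested, of which *lpl*, the lipoprotein lipase, was higher in fertile gonads, with 7.02 ± 2.10 against 1.59 ± 0.505 CPM (SD, n = 3 each, adjusted *p* = 0.0363 from the same test). The other 12 had negative log2 fold changes and did not pass, among them *apoeb*, an apolipoprotein E, with 130 ± 71.8 CPM in fertile and 1205 ± 680 CPM in sterile gonads (SD, n = 3 each) and an adjusted *p* of 0.0652. Higher in sterile gonads were 7 of the list by DESeq2, 10 by edgeR's exact test and 0 by limma-voom. Adjusted over the list alone, 1 was higher in fertile and 12 in sterile gonads, on unigenes that the study chose on these fish, which is not independent evidence. The median log2 fold change of the 13, -1.57, is that of the transcytosis list, whose unigenes are all of *lrp2a*. Unigenes of *lrp2a* therefore appear to be among the 12, which need not be 12 separate genes. *ABCA1* was called by DESeq2 and by edgeR's exact test, and its adjusted *p* was between 0.102 and 0.333 with 1 fish left out. The *lpl* call was lost without F2, S1 or S4, with adjusted *p* of 0.0766, 0.0871 and 0.0833, with limma-voom and in the alternatives chosen after seeing the data.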

In the transcriptome of sterile ovaries, the genes showing the highest upregulation were related to immune response. 

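Of the 20 unigenes called higher in sterile gonads, 1 is on the immune response list. Among the 50 tested unigenes with the most negative log2 fold changes, 1 is on that list and 19 have no symbol. This ranking leaves out unigenes that the low-count filter removed, among them 5 of the immune response list with counts in S4 and S5 alone. The most negative log2 fold change of a named unigene belonged to *apoc2*, an apolipoprotein that activates lipoprotein lipase, at -4.42 (standard error 0.78, adjusted *p* = 0.0865 from edgeR's quasi-likelihood test), and it was -5.62 without F1. It was followed by a unigene of the glycolytic enzyme pyruvate kinase (*pkmb*), at -4.19 (standard error 0.61, adjusted *p* = 0.0485 from the same test). That unigene rests on 1, 1 and 0 counts in the fertile and 9, 17 and 19 counts in the sterile fish, and its call was lost without any 1 of the 6 fish, with adjusted *p* between 0.0840 and 0.166.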

During follicular atresia in fish, immune cells may act synergistically with follicular cells in the resorption of the oocyte through release of lytic enzymes [57]. Granulocytes appear in the atretic follicles of some fish species [54, 58], and there is evidence of a relationship between follicular regression and immune cells [48]. In this study, a series of chemokines (*CCR4*, *CMKLR1*, *CXCL12A*, and *CXCR3*) in the immune response process drew our attention. 

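None of these genes passed the test, and *CXCR3* had too few counts for it. *CCR4*, whose unigene carries the zebrafish symbol *ccr12.3*, had 0.929 ± 0.321 CPM in fertile and 2.54 ± 0.936 CPM in sterile gonads (SD, n = 3 each), with a log2 fold change of -1.43 (standard error 0.35, adjusted *p* = 0.145 from edgeR's quasi-likelihood test). *CMKLR1*, the chemerin receptor, had 1.00 ± 0.26 and 2.31 ± 0.542 CPM in these groups, at an adjusted *p* of 0.132. *CXCL12A*, a chemokine, had 0.451 ± 0.0545 and 1.20 ± 0.683 CPM for its leading unigene, at an adjusted *p* of 0.199, and its counts were 12, 15 and 12 in the fertile fish, 14 in S1, 39 in S4 and 59 in S5. DESeq2 called *CCR4* and *CMKLR1*.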

In the mammalian ovary, chemokines play an important role in follicular atresia and energy reassignment [57]. In atretic follicles of Senegalese sole, the chemokine *LECT2* shows high expression levels [54]. However, the molecular pathways through which chemokines act in atretic follicles are largely unknown. Ovarian expression of *CCR4*, *CMKLR1*, *CXCL12A*, and *CXCR3* have not yet been reported in fish and, therefore, the structural and functional relationships of these 4 chemokines genes in Japanese flounder requires further investigation. Atresia is considered as an apoptotic process in many organisms, and the proteolytic degradation of the oocyte yolk proteins, mediated by the differential activation of lysosomal cathepsins, has been proposed as the initial event leading to oocyte cell death [56]. 

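*TNFSF10* (Contig11869), a ligand of death receptors, had 11.9 ± 2.71 CPM in fertile and 27.8 ± 14.0 CPM in sterile gonads (SD, n = 3 each). Its log2 fold change (standard error 0.32) did not pass at an adjusted *p* of 0.159 from edgeR's quasi-likelihood test. For *CTSS*, the lysosomal protease cathepsin S, the second unigene (Contig7181) had 4.33 ± 0.692 and 11.6 ± 3.58 CPM in these groups, with a log2 fold change of -1.42 (standard error 0.23, adjusted *p* = 0.069 from the same test).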

Two key genes, *TNFSF10* and *CTSS*, involved in the regulation of cell apoptosis also appeared in the immune response process category. *TNFSF10* induces apoptotic cell death in cancer by binding to its functional death receptors [59]. *CTSS* is an important cathepsin that inhibits apoptosis; null mutation of the gene results in decreased DNA injury and apoptosis [60]. We speculate that non-functional oocytes in sterile DH gonads will become apoptotic and there will be a redistribution of cellular energy as a result of follicular atresia.

## Conclusions

In this study, we conducted a comprehensive comparison of gene expression in fertile and sterile gonads of DH Japanese flounder. We identified many genes responsible for gonad development through transcriptome sequencing. In combination with the sequencing results, we speculated that genes involved in steroid biosynthesis that showed reduced levels of expression might affect the development of the ovary and possibly cause sterility in DH Japanese flounder. We also found that genes related to apoptosis and to digestion of the yolk for energy reallocation showed higher expression in sterile DH gonads. These results indicated that the arrested oocytes might become apoptotic and that their energy might be redistributed. These significant changes in gene expression patterns provide further insights not only into DH reproductive dysfunction, but also into oogenesis in Japanese flounder and the molecular mechanisms of piscine oocyte maturation.

## Materials and Methods

### Ethics Statement

Experimental treatment of the Japanese flounder in this study was performed strictly in accordance with the Guide for Care and Use of Laboratory Animals of the Chinese Association for Laboratory Animal Sciences (No. 2011–2); all the experiments were approved by the animal care and use committee of Beidaihe Central Experiment Station.

### Screening of sterile DH Japanese flounder

The DH Japanese flounder were produced in April 2009, from a single wild female that captured from the Qinghuangdao area of The Bohai Sea and reared at Beidaihe Central Experiment Station, Qinghuangdao, following the standard protocol for mitogynogenesis [16].

From 2012, the DH females were manually checked for egg production every year. Eggs were extracted from fertile individuals, and the progenies survived. Approximately, 70% of DHs had a flat abdomen and appeared sterile. In May 2014, three sterile DHs that could not produce eggs were euthanized using 300 mg/L tricaine methanesulfonate (MS222), along with three fertile DHs who produced viable progeny. The gonads were dissected from each female, immediately frozen in liquid nitrogen, and stored at -80°C until use.

### RNA preparation, cDNA synthesis, sequencing, and de novo assembly

Total RNA for each sample was extracted with an RNeasy Mini Kit and digested with DNase I following the manufacturer’s instructions (Qiagen, Hilden, Germany). Integrity and size distribution of the RNA samples were verified using an Agilent 2200 Bioanalyser (Agilent Technologies, Germany). Samples with an RNA Integrity Number ≥ 8.0 were used for cDNA library preparation. The concentration of RNA in each extracted sample was measured using a Qubit 1.0 Fluorometer (Invitrogen, Carlsbad, USA). The cDNA libraries were constructed for each pooled RNA sample using the TruSeqTM RNA sample preparation kit (Illumina, Inc.) according to the manufacturer’s instructions. The tagged cDNA libraries were pooled in equal ratio and used for 101 bp paired-ends sequencing with an Illumina HiSeqTM 2000.

Clean reads were obtained from the raw reads by removing the adaptor sequences, reads with >5% ambiguous bases (noted as N), and low-quality reads containing more than 30 percent of bases with qualities of <20. Contig assembly was carried out using Trinity software [17] and the contig of the 6 different samples was clustered using CAP3 software [18] to achieve the final unigenes result. Gene Annotation was performed using tBlastx (National Center for Biotechnology Information; http://www.ncbi.nlm.nih.gov/) on zebrafish, mouse, and human transcripts and by filtering using the criterion “E-Value < 1e-5”. Coding sequence prediction was obtained using EST scan software [61]. BWA [62] software was used for mapping the reads to the unigene assembly and the counts were calculated with Picard software. We applied the DEseq algorithm to filter the differentially expressed unigenes, after the analyses of significance and false discovery rate (FDR), with the following criteria: i) Fold Change >2 or <0.5; and ii) FDR < 0.05 [63].

### Analysis of GO category, pathway, gene-act-network, and gene co-expression

Gene ontology (GO) analysis was performed to elucidate the biological implications of unique genes in the significant or representative profiles of differentially expressed genes in the experiment [64]. We downloaded the GO annotations from NCBI (http://www.ncbi.nlm.nih.gov/), UniProt (http://www.uniprot.org/), and Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify significant GO categories and FDR was used to correct the *p*-values. Pathway analysis was used to identify significant pathways associated with the differentially expressed genes according to the KEGG database. We also used Fisher’s exact test to select significant pathways, and the threshold of significance was defined by *p*-value and FDR [65]. The KEGG database was used to build a network of genes according to the relationships among genes, proteins, and compounds in the database. Gene Ontology is structured as a directed acyclic graph, and each term has defined relationships to one or more other terms. We built gene co-expression networks to show the relationships among genes [66]. Gene co-expression networks were based on normalized expression values of genes selected from those genes in significant GO terms and pathway terms. For each pair of genes, we calculated the Pearson correlation and chose the pairs with a significant correlation (FDR < 0.05) to construct the network [67]. In this network analysis, degree centrality was the most simple and important measure to determine the relative importance of a gene to the network. Degree centrality was defined as the number of links of one node to others [68]. The properties of the networks were also analyzed using k-cores, derived from graph theory as a method to simplify graph topology analysis. The k-core of a network is a sub-network in which all nodes are connected to at least k other genes. The k-core of a protein–protein interaction network usually contains cohesive groups of proteins [69].

### Real-time qPCR assays

Real-time qPCR was performed to validate gene expression data from the RNA-Seq analysis. Total RNA was reverse transcribed using a Superscript III kit (Invitrogen) according to the manufacturer’s instructions. Real-time qPCR was performed using a 7500 Fast Real Time PCR system (Applied Biosystems, Foster City, USA) with SYBR green I nucleic acid kit (Invitrogen) in 20 μL reactions. Each reaction consisted of 2 ng of total RNA and 0.5 μL of each primer. PCR was performed in a thermocycler under the following conditions: 2 min at 95°C, then 40 cycles of 10 s at 95°C, 30 s at 60°C, and 45 s at 72°C, followed by 5 min at 72°C. To verify the presence of a specific product, a melting curve analysis of amplification products was performed at the end of each PCR. Primer pairs for qPCR amplification were designed using Netprimer (http://www.premierbiosoft.com/netprimer/). The comparative CT method of quantification was used to quantify the relative expression of specific genes. All samples were run in triplicate, and the relative expression levels of target genes were calculated with the 2^-∆∆Ct^ method, with the β-actin gene used for normalization of the data.

## Supporting Information

S1 File Differential gene expression analysis.

S2 File Go_analysis of the differential genes.

S3 File Pathway_analysis of the differential genes.

How the deposited data were processed for this re-analysis (not part of the article)

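The data are RNA-seq counts from gonads of 3 fertile and 3 sterile double haploid Japanese flounder females, with 1 library per fish. The authors filtered the reads, assembled them with Trinity, merged the contigs of the 6 libraries with CAP3 into 52474 unigenes, named these by tBlastx against zebrafish, mouse and human transcripts, mapped the reads with BWA (0.7.8-r455 in the submitters' processing notes) and deposited raw counts per unigene. The paper names Picard as the counter and the processing notes list HTSeq. No normalization is part of the deposited counts. How reads that match several unigenes were counted, and whether strand was used, is not given in the sources used here, so unigenes of near-identical sequence can share or divide reads. Gene names are the study's matches to other species, and 0 of the unigene identifiers were found in the reference gene table.

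Library F1, F2, F3 and S1 carry the sample codes of Table 1. The columns of S4 and S5 were assigned to the sterile group by their letter, without a sample number, and no column was left unused. No pair of libraries was a duplicate. Total counts ranged from 25024469 to 35719683. A count of 0 was treated as a floor of 3 counts over the group when a fold is given. Floors cover counting error only.

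Counts were analyzed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, default filterByExpr, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment), which left 35787 unigenes. A call needed an adjusted *p* under 0.05 and a fold change above 2 in either direction. Standard errors were computed as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Group levels are TMM-normalized CPM, the counts divided by the product of library size and TMM factor over the tested unigenes. The level of a list in a fish is the mean of log2(CPM + 1) over its members, compared by an exact two-sided permutation test in scipy 1.17.1. The test was run on simulated data with 200 changed unigenes, drawn from the means and library sizes of these libraries, and made 19 to 20 false calls among the unchanged unigenes at each fold size.

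The named genes follow a rule written before the data were examined, when the values printed in S1 File and Table 6 had been seen. It takes every gene the paper names, with the Table 6 unigene or else the unigene with the most counts leading, per direction the 15 named unigenes with the smallest adjusted *p* among calls whose groups do not overlap, per list the 4 members with the smallest adjusted *p* and any member called against the majority, and at most 2 unigenes without a symbol per direction. The rule gave 136 unigenes. Other unigenes named by rank, count or opposite sign, among them *Akr1b3*, were named after their values were seen. There are 26 lists, 8 of them the network pathways of the paper, 3 GO terms, and the rest markers of other cell types (exocrine pancreas, leukocytes, erythrocytes, muscle), signs of RNA quality and groups of tissue and metabolic genes. All members of all lists are unigenes of S1 File, which the study selected on these same fish. S2 File was held in part, and no enrichment was computed from it.

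In total, 17 alternatives were set before the data were examined. They are no low-count filter, at least 10 counts in every library, RLE and upper-quartile normalization, DESeq2 1.42.0, edgeR's exact test, limma-voom (limma 3.58.1), an unadjusted *p* under 0.05, no minimum fold change, an adjusted *p* under 0.1, each of the 6 fish left out and same-symbol unigenes summed. For the list levels, log2(CPM + 0.1), log2(CPM + 5) and the median over members were set as well. Another 2 were chosen after seeing the data, namely the ending of the column names as a second term, and the fertile libraries against S1 alone. In both, S1 is the only sterile fish compared with the fertile fish, since S4 and S5 share an ending that no other library has. All 10 splits of the libraries into groups of 3 and 3 were fitted. The qRT-PCR values, the co-expression networks and the blast results were not analysed here.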

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

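The tests of a difference carried by all sterile gonads, of 1 outside source, of divided reads, of the oocyte share, of the ovarian stage and of the splits of the libraries were chosen after the results they bear on had been seen; the tests of sibling alleles and of a chromosome segment were set before their values were computed, although both ideas came from these data, and the demand that the value of the allele test pass its bound by more than its spread was added after that value had been seen.

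In data the paper does not discuss, 28 unigenes had at least 5 counts in both S4 and S5 and 0 in the fertile libraries and S1, and 27 of them are in S1 File as higher in sterile gonads. They include unigenes of *COX1*, *COX3* and *ATP6*, of ribosomal proteins and elongation factors, and the paper's *B2M* and leading *CTRB1* unigenes. With counts in S4 and S5 alone they could not pass the low-count filter, so none could be among the 49 calls. A difference carried by all sterile gonads is argued against, since of 31 unigenes chosen without S1, 90.3% had 0 counts in S1 where a mean of 15.6 counts was expected. For alleles that differ between siblings, this pair held 5.6 times as many unigenes as the next pair. This is above the bound of 5 set beforehand but not by more than its spread (95% exact interval 2.13 to 18.6), so alleles stay open for the set. They are argued against for its 4 mitochondrially encoded members, because these fish came from a single female and share her mitochondrial DNA. Over the 28 unigenes the ratio of S4 to S5 counts varied by 1.07 times the counting variance (median 2.01 in matched draws, with 239 of 10000 draws as small). Reads of 1 outside source shared by S4 and S5 could give this, a hypothesis found and tested on the same data.

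Another signal outside the genes the paper discusses is that 17 symbols have unigenes both higher in fertile and higher in sterile gonads, with median sizes of the log2 fold change of 1.44 and 1.62 and only 0.23 for the sum of the pair. Reads of 1 gene divided between near-identical unigenes could give this, but 0.241 of the draws with another unigene of like count had a median as small, so the test did not decide. For 1 inherited chromosome segment, 5 of the symbols lie on 1 chromosome of the assembly ASM2471397v2 and 3 on another, and 0.0007 of 10000 draws from the 209 placed symbols of S1 File were as clustered, but the test is void because only 9 of 17 symbols (52.9%, under the 80% required) could be placed, so the segment stays open. A difference in alleles between the groups of siblings, which the design allows, was not tested otherwise.

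Leukocyte markers had a median log2 fold change of -1.46 and steroid hormone biosynthesis genes one of 2.17. A lower share of oocyte RNA in sterile gonads that raises every other cell type alike could not be decided on. The steroid genes of the follicle cells would then also be higher in sterile gonads, and their median was 2.17. But the study chose the members of both lists for a change on these fish, and lower steroid genes are part of the pattern itself. Ovarian stage and fertility cannot be told apart, because the groups hold 0 stages in common, and more leukocytes in sterile gonads, or fewer steroid-producing cells, stay open and were not tested.

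Among the 49 calls, 10 unigenes have no symbol, and the paper does not discuss them. They include c6158_g1_i2_632_4608, with a log2 fold change of 3.68, and Contig26790, with -1.93.

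For the number of differentially expressed unigenes, the real split of the libraries gave 49 calls and the highest of the other splits gave 25, so 1 of the 10 splits had as many calls. With 10 splits the share cannot fall under 0.05.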

How the results depend on the processing

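The alternatives that use the ending of the column names and S1 alone were chosen after seeing the data, and all others were set before. Across the 19 alternatives the number of differentially expressed unigenes ranged from 3 to 1059, and *taf13* was the named unigene that passed in all of them. RLE and upper-quartile normalization and dropping the fold minimum left 56, 44 and 61 calls, sharing 49, 44 and 49 with the 49 reported. No paired analysis was possible because the columns of S4 and S5 carry no sample number, so the planned replicate block was not run. Of the 1225 unigenes of S1 File, 797 passed the low-count filter.

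Values are given in the order total, higher in fertile, higher in sterile, unigenes of S1 File called again, Table 6 genes, steroid hormone biosynthesis, protein digestion, antigen processing, Jak-STAT, other lists and named genes. They were 49, 29, 20, 49, 2, 3, 1, 0, 2, 7 and 40 as reported. They were 79, 47, 32, 79, 2, 3, 1, 1, 2, 14 and 46 with no low-count filter, 33, 18, 15, 33, 1, 1, 1, 0, 1, 3 and 28 with at least 10 counts in every library, 324, 145, 179, 315, 8, 6, 8, 9, 11, 72 and 92 with DESeq2, and 532, 214, 318, 507, 9, 9, 10, 10, 12, 92 and 108 with edgeR's exact test. They were 24, 14, 10, 24, 1, 1, 1, 0, 0, 1 and 21 with limma-voom, 1059, 391, 668, 784, 10, 11, 14, 10, 12, 120 and 122 at an unadjusted *p* under 0.05, and 134, 77, 57, 134, 4, 6, 4, 1, 6, 28 and 63 at an adjusted *p* under 0.1. With same-symbol unigenes summed they were, without the unigenes called again, 25, 17, 8, 2, 6, 0, 0, 0, 2 and 21. With the column-name ending as a second term they were 3, 0, 3, 3, 0, 0, 0, 0, 0, 0 and 3, and with the fertile libraries against S1 alone, where the lone fish is assumed to vary like the others, 40, 16, 24, 27, 1, 0, 0, 1, 1, 1 and 13.

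Leaving out 1 fish at a time gave ranges of 34 to 97, 14 to 53, 16 to 44, 29 to 71, 1 to 4, 0 to 4, 0 to 5, 0 to 8, 0 to 5, 3 to 11 and 22 to 35 in the same order. The total was 97 without F1, 40 without F2, 72 without F3, 53 without S1, 34 without S4 and 89 without S5, and these shared 35, 24, 34, 22, 15 and 34 unigenes with the 49. The split moved most without S1, to 16 higher in fertile and 37 higher in sterile gonads.

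With same-symbol unigenes summed, the log2 fold change reversed for *slc35c2* (0.0805), *pld3* (-0.0942, for both unigenes higher in fertile gonads), *vezf1b* (-0.13), *BCL2L1* (0.53), *rhbdd1* (-0.0523) and *kif3b* (-0.39), because the sum joins unigenes of opposite direction. The *ela2* unigene Contig19244, which was not called, reversed to 0.12 with the ending of the column names as a second term and to 0.12 against S1 alone. The difference in list level, fertile minus sterile, moved from 0.572 to 1.59 and 0.196 for steroid hormone biosynthesis with 0.1 and 5 in place of 1 as the added count, from 0.736 to 1.44 and 0.292, and to 1.18 with the median, for Jak-STAT, and from -0.393 to -1.06 with 0.1 for protein digestion. Depth limits the genes with few counts, such as *CYP21A1*, *CSF3R*, *CXCR3* and *APOC1-I*.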

Differences from the paper's values

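The paper reports 1225 differentially expressed unigenes, 492 higher in fertile and 733 higher in sterile gonads, and the counts here were 49, 29 and 20 at the thresholds of its methods. Of the alternatives set before the data were examined, an unadjusted *p* under 0.05 gave 1059, 391 and 668, each within 1.5 times the paper's value. The other 16, among them DESeq2 with 324, 145 and 179 and edgeR's exact test with 532, 214 and 318, did not. In the paper's S1 File, 150 of the 1225 unigenes have an FDR under 0.05 (74 higher in fertile and 76 higher in sterile gonads), the largest FDR is 0.680 and the largest *p* is 0.0499. In the same file, 62 log2 fold changes are given as 20 in size. Over the 797 unigenes of S1 File tested here, the log2 fold changes correlated with the paper's across unigenes, which are not independent replicates (Pearson's r = 0.9998), and had the same sign in all 797.

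The paper treats the 10 genes of Table 6 as differentially expressed, and 2 passed here and all 10 at an unadjusted *p* under 0.05, with *CYP11B2* and *PRLR* added at an adjusted *p* under 0.1 and without F3. DESeq2 added *TGFB3*, *CTSS*, *BCL2L1*, *ABCA1*, *CYP11B2* and *PRLR*, and edgeR's exact test added those except *TGFB3*, together with *CPA1* and *TNFSF10*. *CTSS* passed without S4 and, in an alternative chosen after seeing the values, against S1 alone, and *BCL2L1* passed without S5. Outside Table 6, edgeR's exact test called *CYP17A1*, *CYP21A1*, *AKR1D1*, *SLC3A2*, *CD74*, *C1QB*, *C1QC*, *CCR4* and *CMKLR1*, DESeq2 called these except *CYP17A1*, *CYP21A1* and *C1QC*, *AKR1D1* also passed at an adjusted *p* under 0.1 and without F1, *CD74* without S4, and *DPP4* and *CXCL12A* at the unadjusted *p* alone. In the paper's S1 File, 3 of the 10 have an FDR under 0.05. The log2 fold changes of all 10 matched those of Table 6 within their standard errors, but both come from the same fish.

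The paper ranks *CYP11A1*, *CYP11B2*, *CYP17A1*, *CYP21A1*, *HSD3B6* and *PRLR* as the genes with the highest expression in fertile relative to sterile gonads, and here 3 of the 6 were among the top 10 of the tested unigenes, while *CYP21A1*, *HSD3B6* and *CYP17A1* were at positions 78, 98 and 153. In its discussion the paper calls these genes and *BCL2L1* upregulated in sterile fish, whereas their leading unigenes all had positive log2 fold changes, fertile over sterile, as in its Table 6. It names *HSD3B6* and *CYP21A1* as the least expressed genes in sterile ovaries. Here *HSD3B6* had 3.08 CPM in sterile gonads, above *CYP11A1* with 0.116, *CYP11B2* with 0.0737, *CYP17A1* with 0.236 and *CYP21A1* with 0.146. It describes the genes most upregulated in sterile ovaries as related to immune response, and 1 of the 50 most sterile-biased tested unigenes is on that list (19 of them have no symbol). All 25 tested members of the list had the direction the paper states. But the list was drawn from unigenes that the study had found higher in these sterile fish, so this direction is not independent evidence. It reports *VTG* as upregulated in sterile fish, and 0 unigenes of S1 File carry a vitellogenin symbol. The paper places *B2M* and *CTRB1* among the genes higher in sterile gonads, and their leading unigenes had counts in S4 and S5 and 0 in S1.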

Other observations

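The lists in this part were fixed before the data were examined, from unigenes that the study had chosen on these fish, so counts adjusted over the list alone are not independent evidence of direction. Of 9 tested genes of the basement membrane and matrix, 3 were higher in fertile gonads, none was higher in sterile gonads and 6 did not pass (8 and 1 adjusted over the list alone), with a median log2 fold change of 1.40. Calls numbered 8 by DESeq2, 8 by edgeR's exact test and 1 by limma-voom, and no enrichment was tested. *nid1a*, which links laminin and collagen IV networks, had 44.2 ± 15.8 CPM in fertile and 10.7 ± 3.15 CPM in sterile fish (SD, n = 3 each, adjusted *p* = 0.0392 from edgeR's quasi-likelihood test), a call lost without F2 (0.0507), S1 (0.0956) or S4 (0.0927), and *lama5*, a laminin chain, had the opposite sign at -1.05 without passing. Of 13 tested matrix proteases none was called by edgeR (13 at an unadjusted *p* under 0.05, 8 by DESeq2, 8 by edgeR's exact test, 0 by limma-voom; 2 higher in fertile and 11 in sterile gonads adjusted over the list alone). Their median was -1.50, with *mmp2* at 21.4 ± 8.03 CPM in fertile and 81.6 ± 44.1 CPM in sterile fish (SD, n = 3 each) and an adjusted *p* of 0.113. The secreted Wnt and BMP antagonists *sfrp2*, *sfrp5* and *nog1* had 4 tested unigenes with a median of 1.97 and none called by edgeR (4 at an unadjusted *p* under 0.05, 4 by DESeq2, 4 by edgeR's exact test, 0 by limma-voom; 4 higher in fertile gonads adjusted over the list alone).

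The germ cell and follicle lists were small. The meiosis genes *spo11* and *sycp3* had log2 fold changes of 1.87 (2.46 without S4) and 1.55, and the follicle genes *fshr*, the receptor of follicle-stimulating hormone, and *nr5a1b*, a regulator of steroid enzymes, had 1.17 and 1.09. None of these was called by edgeR (2 of each list at an unadjusted *p* under 0.05, 0 meiosis and 1 follicle gene by DESeq2, 1 of each by edgeR's exact test, 0 by limma-voom; 2 of each adjusted over the list alone). The 7 core histone unigenes had a median of -1.35 and no call by edgeR (7 at an unadjusted *p* under 0.05, 2 by DESeq2, 6 by edgeR's exact test, 0 by limma-voom; 7 higher in sterile gonads adjusted over the list alone). For gluconeogenesis and glucose transport, 5 were tested, *pkmb* was higher in sterile gonads, a call lost without any 1 of the 6 fish, and 4 did not pass (4 called by DESeq2, 4 by edgeR's exact test, 0 by limma-voom; 3 higher in fertile and 2 in sterile gonads adjusted over the list alone). Of 7 amino acid transporters tested, 4 had positive and 3 negative log2 fold changes and none was called by edgeR (7 at an unadjusted *p* under 0.05, 3 by DESeq2, 6 by edgeR's exact test, 0 by limma-voom; 7 adjusted over the list alone).

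Among markers of other tissues and RNA quality, 4 muscle unigenes, *ryr3* among them, had a median of -1.36 and no call by edgeR (4 at an unadjusted *p* under 0.05, 1 by DESeq2, 1 by edgeR's exact test, 0 by limma-voom; 4 adjusted over the list alone). The hemoglobin unigene *ba1l*, the only erythrocyte marker, was not tested, and its log2(CPM + 1) was 3.11 in S4, 2.19 in S5 and at most 0.307 in the other libraries. Of the mitochondrially encoded unigenes 1 was tested, the main *COX1* unigene, with a log2 fold change of 1.72 and an adjusted *p* of 0.0574 from edgeR's quasi-likelihood test (called by DESeq2 and by edgeR's exact test, not by limma-voom), and 4 of the 6 had counts in S4 and S5 alone. Of the ribosomal protein and elongation factor unigenes 1 was tested, *rpl38*, with -1.41 and an adjusted *p* of 0.104 from the same test (called by DESeq2 and by edgeR's exact test, not by limma-voom), and 5 of the 7 had counts in S4 and S5 alone. Adjusted over the list alone, each of these 2 would pass.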
